# Oxidative Stress, Inflammation and Altered Glucose Metabolism Contribute to the Retinal Phenotype in the Choroideremia Zebrafish

**DOI:** 10.3390/antiox13121587

**Published:** 2024-12-23

**Authors:** Cécile Méjécase, Neelima Nair, Hajrah Sarkar, Pablo Soro-Barrio, Maria Toms, Sophia Halliday, Katy Linkens, Natalia Jaroszynska, Constance Maurer, Nicholas Owen, Mariya Moosajee

**Keywords:** CHM, choroideremia, zebrafish, oxidative stress, glucose metabolism, inherited retinal diseases

## Abstract

Reactive oxygen species (ROS) within the retina play a key role in maintaining function and cell survival. However, excessive ROS can lead to oxidative stress, inducing dysregulation of metabolic and inflammatory pathways. The *chm^ru848^* zebrafish models choroideremia (CHM), an X-linked chorioretinal dystrophy, which predominantly affects the photoreceptors, retinal pigment epithelium (RPE), and choroid. In this study, we examined the transcriptomic signature of the *chm^ru848^* zebrafish retina to reveal the upregulation of cytokine pathways and glia migration, upregulation of oxidative, ER stress and apoptosis markers, and the dysregulation of glucose metabolism with the downregulation of glycolysis and the upregulation of the oxidative phase of the pentose phosphate pathway. Glucose uptake was impaired in the *chm^ru848^* retina using the 2-NBDG glucose uptake assay. Following the overexpression of human *PFKM*, partial rescue was seen with the preservation of photoreceptors and RPE and increased glucose uptake, but without modifying glycolysis and oxidative stress markers. Therapies targeting glucose metabolism in CHM may represent a potential remedial approach.

## 1. Introduction

The retina is a highly metabolically active tissue with the photoreceptors being one of the most energy consuming cell types of the body; a single mouse rod photoreceptor consumes approximately 10^8^ molecules of ATP per second in the dark [1]. The main energy source for photoreceptors is glucose, which is transported from the choriocapillaris to the retinal pigment epithelium (RPE) and then to the photoreceptors via glucose transporter 1 (GLUT1) [2]. In photoreceptors, glucose metabolism begins with glycolysis, a series of enzymatic reactions that convert glucose to pyruvate. In most cells, pyruvate proceeds through oxidative phosphorylation; however, photoreceptors favour aerobic glycolysis with over 80% of the glucose consumed by the retina converted to lactate in the presence of oxygen [3,4,5]. A strict regulation of retinal glucose concentration, transport and normal glycolysis are required to maintain photoreceptor health and function; an increase or decrease in glucose level can result in aberrant ERG responses [6]. *Glut1* deletion in RPE reduces retinal glucose concentration and photoreceptor survival [7]. Disruption of glycolysis enzymes, like HK2 and PKM, affect photoreceptor function and survival [8]. Of note, in physiological conditions, isomerisation of chromophore 11-*cis*-retinal by light produces byproducts of the retinoid cycle, such as lipofuscin, known to generate reactive oxygen species (ROS), and thus induces oxidative stress through accumulation [9]. Glucose anabolism via the pentose phosphate pathway reduces ROS and protects photoreceptors and RPE from oxidative stress-induced apoptosis [9,10]. However, the correct processing of ROS is important to avoid compromising cell function and survival [11]: uncontrolled oxidative stress can lead to glucose metabolism dysregulation, ER stress, inflammation, and cell death. Oxidative stress-induced glucose metabolism creates a positive feedback loop, amplifying oxidative stress and cell degeneration.

Choroideremia (CHM) is an X-linked chorioretinal dystrophy caused by mutations in the *CHM* gene, affecting the photoreceptors, retinal pigment epithelium (RPE), and choroid. CHM affects male patients, and it is characterised by night blindness in early childhood, with progressive constriction of the visual field and eventual loss of central vision leading to complete blindness by the fifth decade of life [12]. Female carriers are mostly asymptomatic; some can experience night blindness in middle age, and fewer being more severely affected similar to male patients. A fundus examination in male CHM patients reveals chorioretinal atrophy, which begins in the periphery with scalloped edges and later coalesces so that the sclera can be seen. The macula is spared with a small retinal island until the fifth to sixth decade of life. The well-characterised *chm^ru848^* zebrafish model of CHM displays a rapid and progressive retinal degenerative phenotype, with early signs of defective vasculogenesis of the choriocapillaris, photoreceptor cell loss and hypertrophic RPE at 4 days post fertilisation (dpf), followed by loss of retinal lamination and widespread cell death by 5 dpf [13,14]. The ubiquitously expressed zebrafish *chm* gene encodes rab escort protein 1 (rep1), which is involved in lipid prenylation of rab proteins and intracellular trafficking; zebrafish do not have a REP2 orthologue as in humans, hence no compensation for loss of *chm* is seen, resulting in systemic degeneration and embryonic lethality by mean 5 dpf. Previous studies have shown oxidative and ER stress in the *chm^ru848^* zebrafish retina [14]. Hence, this model was chosen to further investigate ROS processing through transcriptomic analysis, which implicated inflammatory pathways, cellular stress, apoptosis, and glucose metabolism. Phosphofructokinase (PFK) is a key enzyme of the glycolysis pathway and catalyses the phosphorylation of fructose-6-phosphate (F6P) to fructose-1,6-bisphosphate (F-1,6-BP). We performed a proof-of-concept study, investigating whether enhancing glucose uptake in the photoreceptors, via overexpression of the human *PFKM* isoform, can maintain cell activity and promote photoreceptor survival.

## 2. Materials and Methods

### 2.1. Zebrafish Husbandry

Wild-type AB (wt) and choroideremia (*chm^ru848^*) zebrafish were bred and maintained according to local UCL and UK Home Office regulations for the care and use of laboratory animals under the Animals Scientific Procedures Act at the UCL Bloomsbury campus zebrafish facility. Zebrafish were raised at 28.5 °C on a 14 h light/10 h dark cycle. The UCL Animal Welfare and Ethical Review Body approved all procedures for experimental protocols, in addition to the UK Home Office (License no. PPL PC916FDE7 and PP0390240). All approved standard protocols followed the guidelines of the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research Ethics.

### 2.2. Transcriptomic Signature Analysis

Bulk RNA Seq was performed using high-quality RNA isolated from *chm^ru848^* and wt control retinas, RPE included (*n* = 7 zebrafish per group) [15]. cDNA libraries were subsequently constructed from total RNA (RIN ≥ 8) using the Clontech SMART-Seq v4 Ultra Low Input RNA Kit and sequenced at Novogene (UK). Raw reads were quality and adapter trimmed using trimgalore (version 0.6.7) [16] before alignment. Reads were mapped and subsequent gene-level counted using RSEM 1.3.3 [17] and STAR 2.7.10a [18] against the zebrafish genome GRCz11, both from Ensembl, using the nf-core/rna-seq pipeline (version 3.10.1) [19,20]. Normalisation of raw count data and differential expression analysis was performed with the DESeq2 package (version 1.38.3) [21] within the R programming environment (version 4.2.2) [22]. Differentially expressed genes between chm vs. wt were determined with the contrast function of a pairwise comparison, with the adjusted *p* value threshold at 0.05. Gene lists were used to look for pathways and molecular functions with over-representation analysis using Gene Ontology (GO) [23]. Heatmaps were created with ComplexHeatmap package (version 2.14.0) [24].

### 2.3. Data Availability

The RNA-seq data generated by this study have been deposited in the NCBI Gene Expression Omnibus under the access code GSE254948, including unprocessed FASTQ files and associated gene count matrices.

### 2.4. PFKM Overexpression in Zebrafish Models

Human *PFKM* with 5′ BamHI and 3′ XhoI restriction sites was purchased as a genestring from Thermo Fisher (Waltham, MA, USA), restriction digested and cloned into pCS2+ vector using T4 DNA ligase (New England Biolabs, Ipswich, MA, USA). Plasmid was transformed into OneShot TOP10 chemically competent *E. coli* cells (Thermo Fisher) and purified using QIAprep Spin Miniprep kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. Insertion of the *PFKM* sequence was confirmed by Sanger sequencing. Plasmid was linearized with NotI restriction enzyme, cleaned up, and transcribed using the mMessage mMachine SP6 kit (Thermo Fisher), followed by purification using the RNeasy Mini Kit (QIAGEN), according to the manufacturer’s instructions. Doses between 100 and 400 ng/μL were tested by injection directly into 1–2 cell stage wt embryos. The injection solution was prepared by diluting with nuclease-free H_2_O and adding 1:10 phenol-red; 2 nL was injected into each embryo. Survival curve was produced after at least 3 repeats per dose. A dose of 200 ng/μL *PFKM* was found to be optimum without causing toxicity or death.

### 2.5. Zebrafish Characterisation

Embryos at 5 dpf were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C and embedded using the JB-4 embedding kit (Polysciences Inc., Warrington, PA, USA), according to the manufacturer’s instructions. Sections were cut at a thickness of 7 μm, stained with 1% toluidine blue and imaged on an a Axioplan 2 microscope (ZEISS Microscopy, Jena, Germany). A TUNEL assay was performed on cryosections using the ApopTag Fluorescein In Situ Apoptosis Detection Kit (Millipore, Burlington, MA, USA) according to the manufacturer’s instructions. Slides were counterstained and mounted with Prolong Diamond Antifade Mountant  +  DAPI and imaged on a Zeiss LSM710 upright confocal microscope. TUNEL positive cells were counted using ImageJ software (version 2.14/1.54f) [25].

### 2.6. 2-NBDG Glucose Uptake Assay

Embryos at 5 dpf were placed individually in a 96 well plate and incubated with 600 μM 2-NBDG (Thermo Fisher Scientific) in E3 medium for 3 h. Fish were fixed in 4% PFA overnight at 4 °C and processed for cryosectioning as above. Slides were permeabilised in 0.01% Triton-X for 20 min and then fixed in 4% PFA for 10 min before mounting with Prolong Diamond Antifade Mountant  +  DAPI and imaged on a Zeiss LSM710 upright confocal microscope. The fluorescence intensity was measured using ImageJ software. The area to be measured was selected and the integrated density was measured. The corrected total cell fluorescence (CTCF) was calculated with the difference between measured integrated density, and the area of the selected region was multiplied by the mean of the fluorescence background.

### 2.7. RT-qPCR

The total RNA was extracted from pools of 20 zebrafish eyes using the RNeasy FFPE kit (Qiagen). cDNA was synthesised from 1 μg of RNA using qScript cDNA supermix (Quantabio, Beverly, MA, USA) according to the manufacturer’s instructions. mRNA levels were analysed using SYBR Select Master Mix (Applied Biosystems, Waltham, MA, USA) on a StepOne Real-Time PCR system (Applied Biosystems) under standard cycling conditions. The results were normalised to housekeeping gene B-actin. All samples were assayed in triplicates. The primer sequences for zebrafish apoptosis, glycolysis, pentose phosphate, and oxidative stress genes are shown in Table 1.

### 2.8. Statistical Analysis

All other statistical analyses were performed using GraphPad Prism 9 and data are expressed as mean ± SEM. *p* value of ≤ 0.05 was considered significant.

## 3. Results

### 3.1. RNAseq Analysis Reveals Disrupted Glucose Metabolism in chm^ru848^ Fish, Associated with Increased Inflammatory Responses

The *chm^ru848^* zebrafish retina is known to share comparable phenotypic features to CHM patients [26]; however, much of the disease aetiology remains unknown. To unravel disease-mechanisms associated with CHM, RNAseq analysis was performed on dissected retinas from wt and *chm^ru848^* zebrafish at 5 dpf, which revealed a clear differential transcriptomic signature: 4445 genes were downregulated while 4425 genes were upregulated in the *chm^ru848^* model. 

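RNAseq was performed on retinas, RPE included, from 7 *chm ru848* and 7 wt zebrafish. Libraries were made with the SMART-Seq v4 kit, which amplifies cDNA from small amounts of RNA. The authors trimmed the reads, aligned them with STAR to the zebrafish genome GRCz11, counted them per gene with RSEM and normalised the counts with DESeq2. The deposited table holds the normalised counts after a variance-stabilizing transformation, on a log2 scale, for 19859 genes listed by Ensembl identifier. Its lowest value, 4.35, stands for a count of 0, and differences between low values are compressed, so that a difference on this scale understates the change of a weakly expressed gene. The transformation was therefore also undone, and the resulting values are called normalized counts. For 250 genes whose base mean is listed in the Supplementary Tables, the mean of these values over all 14 retinas differed from the listed base mean by a relative difference of 1.6e-14 or less. The table gives no read totals, and RSEM can assign a fraction of a read to a gene. In each retina, however, low normalized counts clustered at whole multiples of a step that differed between retinas. Among values of up to 5 steps, 51.4% to 63.8% per retina lay within 5% of a step from a whole multiple, where chance gives 10%. With this step taken as 1 read, the estimated depth, in mega (M) reads, was 14.2 to 29.3 M reads on genes in *chm ru848* retinas (median 19.7) and 18.1 to 26.5 M reads in wt retinas (median 22.1).

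Genes above the lowest value in at least 7 of the 14 retinas were tested, 19751 in all, with limma's moderated test, a mean-variance trend and Benjamini-Hochberg adjustment. At an adjusted p threshold of 0.05, 3940 genes were higher and 4687 genes were lower in *chm ru848* retinas. The alternative that moved these counts most tested the 13633 genes whose mean lay at least 2 log2 units above the lowest value, and gave 3132 higher and 3371 lower genes. In 1496 genes every *chm ru848* retina lay above every wt retina, and in 1576 genes every one lay below. Together these are 15.6% of the tested genes, where chance gives 0.058%. For such a gene the exact two-sided permutation test gives p = 0.000583, the smallest that 7 retinas against 7 allow. Among them the largest rise on the deposited log2 scale was in ENSDARG00000100339, from 9.77 ± 7.79 normalized counts (SD, n = 7) in wt to 8572 ± 5913 in *chm ru848* retinas. Its difference on the log2 scale was 7.62 (SE 0.33, adjusted p = 2.18e-11, limma). The largest fall on that scale was in ENSDARG00000104613, from 2416 ± 786 to 7.47 ± 7.12 normalized counts, a difference of −6.09 (SE 0.26, adjusted p = 1.7e-11, limma). By the log2 ratio of mean normalized counts, other genes rank first in both directions. The files do not pair these identifiers with gene names. The mutated gene, *chm*, was not analysed here, since the tables at hand do not pair its symbol with an identifier.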

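Supplementary Table S1 lists, for each enriched GO term, the genes at the core of its enrichment, and the other Supplementary Tables pair part of these genes with an identifier. For 13 GO terms at least 80% of the listed core genes could be matched in this way. The core genes were picked by the paper from the same retinas, so that their differences describe the lists and do not test the terms. For the cytokine-mediated signaling pathway, 30 of 31 core genes were matched, with a median difference between *chm ru848* and wt retinas of 1.89 on the log2 scale (range 0.64 to 5.77), and 26 of them passed the adjusted p threshold. The chemokine-mediated signaling pathway had a median of 1.41 over 8 of 9 core genes, of which 7 passed, and a median of 3.63 over the 2 genes left by the filter on the mean. The cellular response to interleukin-1 had a median of 1.49 over all 7 core genes, and all 7 passed. Glycogen metabolic process went the other way, with a median of −1.12 (range −4.39 to −0.56) over 19 of 21 core genes, all 19 past the threshold. The energy reserve and glucan metabolic processes gave the same median and range over 19 matched genes each, and glycogen biosynthetic process gave them over 17 of 18. These terms appear to list largely the same genes, so they are not separate results. For the regulation of generation of precursor metabolites and energy, the median was −1.06 over 8 of 10 core genes. Superoxide anion generation had a median of 1.15 over 6 of 7 core genes, 5 of them past the threshold. The response to endoplasmic reticulum stress had a median of 1.12 over 32 of 35 core genes, of which 31 passed, and the cellular response to unfolded protein had a median of 1.24 over 18 of 19, which all passed. Positive regulation of cell death had a median of 1.27 over 21 of 24 core genes, of which 17 passed. For the regulation of cell death, all 52 core genes in the shortened list of the supplement were matched, with a median of 1.44, and 49 passed. The core genes of 10 other terms, among them translation and visual perception, were matched to at most 55% and were not analysed here.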

Interestingly, gene-ontology enrichment revealed immune responses (including GO:0002253, GO:0060326, GO:0070098, GO:0071347, GO:0019221, GO:0006954), transcription and translation (including GO:0006412, GO:0008033, GO:0050658, GO:0006397, GO:0034470), visual perception (including GO:0007601, GO:0007602), glucose metabolism (including GO:0006112, GO:0044042, GO:0005977, GO:0005978, GO:0043467), oxidative stress (including GO:0042554), ER stress (including GO:0034620, GO:0034976) and apoptosis (including GO:0010942, GO:0010941) are highly perturbed in *chm^ru848^* fish (Supplementary Table S1).

Interestingly, amongst differential genes associated with an immune response, cytokines genes and associated pathways were upregulated, including *myd88* (LFC 1.441, padj < 1.434 × 10^−3^), *il34* (LFC 2.000, padj < 1.367 × 10^−5^), *il1b* (LFC 3.057, padj < 7.987 × 10^−3^), *tyk2* (LFC 3.679, padj < 5.643 × 10^−17^), *irak3* (LFC 4.055, padj < 4.783 × 10^−10^), *cxcl8a* (LFC 4.867, padj < 1.589 × 10^−5^), *il11a* (LFC 6.384, padj < 6.752 × 10^−8^), *il12a* (LFC 8.872, padj < 1.497 × 10^−73^) and *il11b* (LFC 9.466, padj < 3.099 × 10^−28^) (Figure 1 and Supplementary Table S2).

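*tyk2* (ENSDARG00000020326) had 863 ± 555 normalized counts (SD, n = 7) in *chm ru848* retinas and 67.5 ± 44.0 in wt retinas, a difference of 2.96 on the deposited log2 scale (SE 0.35, adjusted p = 3.63e-06, limma). *irak3* (ENSDARG00000053131) had 196 ± 181 normalized counts in *chm ru848* and 11.6 ± 12.3 in wt retinas, with a difference of 2.23 (SE 0.38, adjusted p = 0.000141). For both genes every *chm ru848* retina lay above every wt retina. The groups overlapped for the other three genes with an identifier, although all 7 *chm ru848* retinas lay above the wt median for each. *cxcl8a* (ENSDARG00000104795) rose from 18.9 ± 21.9 to 554 ± 553 normalized counts, a difference of 3.11 (SE 0.59, adjusted p = 0.000366), and was at 0 in 2 wt retinas. *myd88* (ENSDARG00000010169) rose from 47.7 ± 23.3 to 129 ± 65.7, a difference of 0.95 (SE 0.28, adjusted p = 0.0102). *il1b* (ENSDARG00000098700) rose from 56.6 ± 118 to 472 ± 547, a difference of 2.34 (SE 0.65, adjusted p = 0.00728). The wt mean of *il1b* rests mainly on wt replicate 6, which had 325 normalized counts while the other wt retinas had 6.17 to 20.1. The scale moved these differences most: the log2 ratio of mean normalized counts was 4.83 for *cxcl8a*. In Supplementary Table S2, which lists 57 genes called by the authors on the same retinas, all 55 genes that entered the test were higher in *chm ru848* retinas, by a median of 1.96 (range 0.64 to 5.77). Of these, 50 passed the adjusted p threshold and 30 had groups without overlap. *il34*, *il11a*, *il12a* and *il11b* were not analysed here, since the tables at hand do not pair these symbols with an identifier.

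**Figure D1:**
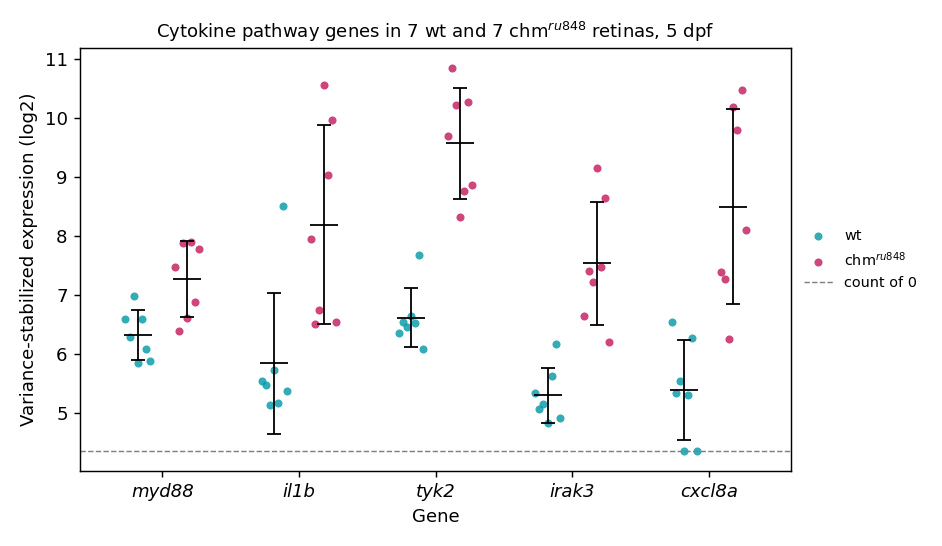
Variance-stabilized expression (log2, vertical axis) of *myd88*, *il1b*, *tyk2*, *irak3* and *cxcl8a* in 7 wt (cyan) and 7 *chm ru848* retinas (magenta). Points are single retinas, black bars the mean ± SD, and the dashed line at 4.35 a count of 0; the *tyk2* and *irak3* groups do not overlap, and wt replicate 6 lies at 8.51 for *il1b*.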

Previous work showed dysregulation of ER and oxidative stress markers in *chm^ru848^* retina [14]. In the present study, transcriptomic analysis showed increased oxidative stress with the downregulation of antioxidant enzymes (*sod3a* and *cat*) and the upregulation of proteins involved in ROS production (*cyba*, *nox1*, *noxo1b*, *ncf4* and *noxo1a*) (Figure 2a and Supplementary Table S3). 

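The superoxide dismutase gene *sod3a* (ENSDARG00000070168) had 2.62 ± 5.29 normalized counts (SD, n = 7) in *chm ru848* retinas, 4 of which were at 0, and 35.9 ± 10.1 in wt retinas. The difference on the deposited log2 scale was −1.48 (SE 0.21, adjusted p = 1.88e-05, limma). *cat* (ENSDARG00000104702), which encodes catalase, had 803 ± 231 normalized counts in *chm ru848* and 1922 ± 236 in wt retinas, a difference of −1.26 (SE 0.19, adjusted p = 3.36e-05). Every *chm ru848* retina lay below every wt retina for both genes. Among the genes for ROS production, *cyba* (ENSDARG00000018283) rose from 89.6 ± 24.3 to 264 ± 133 normalized counts, a difference of 1.17 (SE 0.25, adjusted p = 0.000943), and *noxo1b* (ENSDARG00000056374) from 20.5 ± 12.5 to 78.4 ± 28.9, a difference of 1.12 (SE 0.22, adjusted p = 0.000514). Their groups did not overlap. *nox1* (ENSDARG00000087574) rose from 44.1 ± 34.9 to 163 ± 94.97, a difference of 1.33 (SE 0.33, adjusted p = 0.00327), and *noxo1a* (ENSDARG00000041294) from 10.9 ± 13.7 to 209.8 ± 217, a difference of 2.11 (SE 0.52, adjusted p = 0.00311). For these, the groups overlapped but all 7 *chm ru848* retinas lay above the wt median. *ncf4* (ENSDARG00000040812) was below 3 estimated reads in all 7 wt retinas and above that level in 4 of 7 *chm ru848* retinas, while 2 *chm ru848* retinas were at 0. The ratio of the group means was therefore at least 4.09-fold. That bound covers counting error only and leaves out the spread between retinas, so it does not show a rise. The difference of *ncf4*, 0.59 (SE 0.27), did not pass the threshold with all retinas weighted equally (adjusted p = 0.0804, limma). It passed with limma's sample weights, with quantile normalization, and without *chm ru848* replicate 2 or replicate 4, and its adjusted p ranged from 0.0112 to 0.37 over the 26 alternatives.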

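Among the genes of the unfolded protein response, *xbp1* (ENSDARG00000035622) had 43960 ± 21143 normalized counts (SD, n = 7) in *chm ru848* retinas and 7635 ± 3775 in wt retinas. The difference on the deposited log2 scale was 2.51 (SE 0.34, adjusted p = 1.34e-05, limma). The chaperone gene *hspa5* (ENSDARG00000103846) rose from 1201 ± 565 to 6751 ± 2717 normalized counts, a difference of 2.47 (SE 0.26, adjusted p = 8.05e-07), and *dnajc10* (ENSDARG00000074727) from 93.9 ± 30.9 to 293 ± 30.6, a difference of 1.37 (SE 0.18, adjusted p = 1.2e-05). Every *chm ru848* retina lay above every wt retina for *xbp1*, *hspa5* and *dnajc10*. For *hsp70.3* (ENSDARG00000021924), with 119 ± 141 normalized counts in wt and 673 ± 478 in *chm ru848* retinas, the groups overlapped and the difference was 2.41 (SE 0.48, adjusted p = 0.000632). *atf4a* (ENSDARG00000111939) rose from 3698 ± 674 to 7949.5 ± 2638, a difference of 1.04 (SE 0.22, adjusted p = 0.000804), also with some overlap. *atf6* (ENSDARG00000012656) rose from 692 ± 382 to 1365 ± 596, a difference of 0.94 (SE 0.29, adjusted p = 0.0142). In wt replicate 6 it had 1546 normalized counts, against 467 to 648 in the other wt retinas. Its difference passed the adjusted p threshold in 26 of 27 alternatives. The exception was a model with the number of genes at the lowest value as a covariate, chosen after seeing the data, which gave an adjusted p of 0.171 (range 0.00162 to 0.171). Among the proteasome activator genes, the groups did not overlap for *psme3* (ENSDARG00000012234), which rose from 484 ± 132 to 1884 ± 467 normalized counts, or *psme2* (ENSDARG00000033144), which rose from 47.3 ± 30.3 to 203 ± 48.6. Their differences were 1.87 (SE 0.20, adjusted p = 9.64e-07) and 1.63 (SE 0.25, adjusted p = 5.12e-05). *psme1* (ENSDARG00000002165) rose from 16.8 ± 14.4 to 103 ± 81.2 with overlap, a difference of 1.38 (SE 0.36, adjusted p = 0.00462). Of the 82 ER stress genes of Supplementary Table S3, 80 were higher and 2 lower in *chm ru848* retinas, with a median difference of 1.01 (range −1.06 to 4.44), and 79 passed the threshold.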

Unfolded protein response to ER stress (*atf6*, *atf4a*, *dnajc10*, *hspa5*, *hsp70.3*, *xbp1*) and proteasome complex (*psme3*, *psme2*, *psme1*) genes were upregulated in *chm^ru848^* zebrafish (Figure 2b and Supplementary Table S4). Apoptosis makers were upregulated in mutant *chm^ru848^* zebrafish retina: *casp3a* (LFC 0.805, padj < 1.623 × 10^−6^), *casp8* (LFC 1.077, padj < 3.566 × 10^−2^), *bcl10* (LFC 1.620, padj < 2.312 × 10^−3^), *tp53* (LFC 1.695, padj < 1.979 × 10^−14^), *casp3b* (LFC 1.701, padj < 4.094 × 10^−2^), *baxb* (LFC 1.806, padj < 3.378 × 10^−4^), *baxa* (LFC 1.912, padj < 2.333 × 10^−14^) and *ddit3* (LFC 2.580, padj < 1.685 × 10^−21^) (Figure 2c and Supplementary Table S5).

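*ddit3* (ENSDARG00000059836) had 11692 ± 3160.1 normalized counts (SD, n = 7) in *chm ru848* retinas and 1955 ± 701 in wt retinas, a difference of 2.59 on the deposited log2 scale (SE 0.24, adjusted p = 2.45e-07, limma). *baxa* (ENSDARG00000020623) rose from 266 ± 44.2 to 1001 ± 373, a difference of 1.71 (SE 0.20, adjusted p = 3.42e-06), and *casp3a* (ENSDARG00000017905) from 561 ± 94.1 to 979.8 ± 111, a difference of 0.77 (SE 0.15, adjusted p = 0.000433). For these 3 genes every *chm ru848* retina lay above every wt retina. For *baxb*, *bcl10*, *casp3b* and *casp8* the groups overlapped, and 6 of 7 *chm ru848* retinas lay above the wt median. *baxb* (ENSDARG00000030881) rose from 41.2 ± 19.2 to 144 ± 92.6, a difference of 1.13 (SE 0.32, adjusted p = 0.00813), and *bcl10* (ENSDARG00000077130) from 17.6 ± 11.1 to 54.7 ± 27.7, a difference of 0.82 (SE 0.24, adjusted p = 0.0109). The rise of *casp3b* (ENSDARG00000055045) from 10.0 ± 8.05 to 33.1 ± 21.7 lay close to the threshold, with a difference of 0.74 (SE 0.29, adjusted p = 0.0459). It passed in 12 of 26 alternatives, with adjusted p from 0.00533 to 0.115. *casp8* (ENSDARG00000058325) rose from 25.5 ± 10.4 to 53.4 ± 28.9, and its difference of 0.54 (SE 0.24) did not pass over all genes (adjusted p = 0.0791). The exact two-sided permutation test of this gene alone gave p = 0.0455, unadjusted. *casp8* passed in 5 of 26 alternatives, with limma's sample weights, median centring, quantile normalization, without *chm ru848* replicate 1, and with the covariate for genes at the lowest value chosen after seeing the data (adjusted p from 0.00374 to 0.153 over all of them). In Supplementary Table S5, all 83 genes were higher in *chm ru848* retinas, by a median of 1.16 (range 0.48 to 6.57), and 72 passed the threshold, among them the anti-apoptotic gene *cflara* (ENSDARG00000055966) at 220.3 ± 99.8 against 35.2 ± 13.3 normalized counts. These genes were called by the authors on the same retinas.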

GLUT transporters were significantly dysregulated: *slc2a1a* (LFC −3.873, padj < 2.222 × 10^−6^) and *slc2a3a* (LFC −1.439, padj < 4.986 × 10^−6^) were downregulated; and *slc2a1b* (LFC 1.535, padj < 1.587 × 10^−2^) and *slc2a3b* (LFC 2.900, padj < 1.069 × 10^−8^) were upregulated. 

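*slc2a1a* (ENSDARG00000001437) had 9.54 ± 16.9 normalized counts (SD, n = 7) in *chm ru848* retinas and 144 ± 84.8 in wt retinas, and was at 0 in 2 *chm ru848* retinas. The difference on the deposited log2 scale was −2.32 (SE 0.36, adjusted p = 5.5e-05, limma). *slc2a3a* (ENSDARG00000013295) fell from 2240.3 ± 1206 to 827 ± 248 normalized counts, a difference of −1.31 (SE 0.25, adjusted p = 0.0004). For both genes the groups overlapped slightly, and all 7 *chm ru848* retinas lay below the wt median. *slc2a3b* (ENSDARG00000037861) rose from 9.46 ± 3.82 to 69.0 ± 41.1, a difference of 1.32 (SE 0.24, adjusted p = 0.000247), with every *chm ru848* retina above every wt retina. *slc2a1b* (ENSDARG00000007412) had 229.6 ± 146 normalized counts in *chm ru848* and 79.2 ± 38.8 in wt retinas, and 6 of 7 *chm ru848* retinas lay above the wt median. The difference of 0.90 (SE 0.47) did not pass the threshold with all 14 retinas (adjusted p = 0.134, limma). In *chm ru848* replicate 1 this gene had 3.00 normalized counts, against 85.5 to 398 in the other *chm ru848* retinas. Without that retina the difference was 1.36 and the adjusted p 0.00203, the lowest of the 27 alternatives, whose highest was 0.42. The gene also passed with limma's sample weights and with the covariate for genes at the lowest value that was chosen after seeing the data. The members of each pair are paralogs, and reads that align to both are divided between them by RSEM, so that the level of each copy is less certain than that of a gene without a close copy. The paper's Discussion proposes that degenerating photoreceptors and RPE cells and a dysfunctional retina could underlie the transporter changes.

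**Figure D2:**
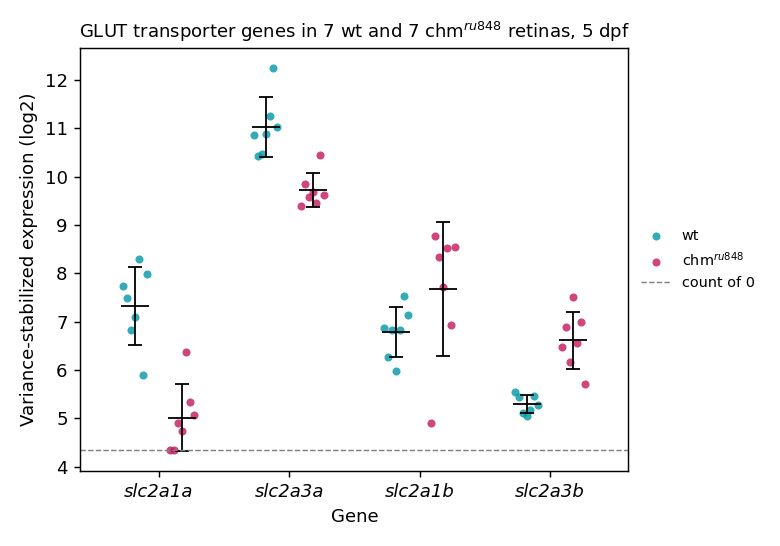
Variance-stabilized expression (log2, vertical axis) of the GLUT transporter genes in 7 wt (cyan) and 7 *chm ru848* retinas (magenta). Points are single retinas, black bars the mean ± SD, and the dashed line a count of 0; *slc2a1a* and *slc2a3a* are lower and *slc2a3b* higher in *chm ru848* retinas, while for *slc2a1b* *chm ru848* replicate 1 lies far below the other six.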

Glucose hexokinases were significantly upregulated (*hk1*, *hk2* and *gck*); while genes involved in glycolysis downstream reactions were downregulated in *chm^ru848^* retina (Figure 3a,b with upregulated genes in red and downregulated in blue, adapted from [27] and Supplementary Table S6). 

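*hk2* (ENSDARG00000101482) had 137 ± 45.2 normalized counts (SD, n = 7) in *chm ru848* retinas and 23.8 ± 17.9 in wt retinas, a difference of 1.70 on the deposited log2 scale (SE 0.26, adjusted p = 4.74e-05, limma). *gck* (ENSDARG00000068006) rose from 5.27 ± 6.57 to 77.8 ± 32.7 normalized counts, a difference of 1.88 (SE 0.25, adjusted p = 1.39e-05). For both hexokinases every *chm ru848* retina lay above every wt retina. *hk1* was not analysed here, since the tables at hand do not pair it with an identifier. Too few of the enzymes that Figure 3b draws below the hexokinases could be matched to an identifier to test the pathway as a set. *gapdh* was lower in every *chm ru848* retina than in any wt retina, while *eno1b*, *aldoca* and *pfkfb3* were chosen after their values were seen. *eno1b* (ENSDARG00000013750) fell from 7155 ± 3770.2 to 2614 ± 1305 normalized counts, a difference of −1.24 (SE 0.47, adjusted p = 0.0395). It passed the threshold in 15 of 27 alternatives, with adjusted p from 0.000295 to 0.185, and wt replicate 6 lay below every *chm ru848* retina at 810.4 normalized counts. *aldoca* (ENSDARG00000057661) rose from 25.1 ± 29.4 to 226 ± 212, a difference of 1.79 (SE 0.55, adjusted p = 0.0142), and passed in 23 of 27 alternatives (adjusted p from 0.000159 to 0.11). *pfkfb3* (ENSDARG00000001953), which encodes a regulator of phosphofructokinase, rose from 241 ± 113 to 2498 ± 1402, a difference of 3.13 (SE 0.29, adjusted p = 2.16e-07), without overlap between the groups. Of the 31 genes of Supplementary Table S6, 25 were lower and 6 higher in *chm ru848* retinas, with a median difference of −0.996, and 30 passed the threshold. Among these 31 genes, 19 are core genes of glycogen metabolic process in Supplementary Table S1.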

Interestingly, the pentose phosphate pathway oxidative branch were upregulated: *pgd* (LFC 2.567, padj < 2.348 × 10^−12^), *h6pd* (LFC 2.137, padj < 8.300 × 10^−12^), *rpe* (LFC 1.235, padj < 7.498 × 10^−5^), *prps1a* (LFC 1.15, padj < 8.461 × 10^−7^), *prps1b* (LFC 0.819, padj < 2.023 × 10^−2^); and the non-oxidative branch were downregulated: *tkta* (LFC −2.039, padj < 8.332 × 10^−8^) (Figure 3c and Supplementary Table S7).

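*pgd* (ENSDARG00000015343) had 4713 ± 3014 normalized counts (SD, n = 7) in *chm ru848* retinas and 796 ± 265 in wt retinas, a difference of 2.32 on the deposited log2 scale (SE 0.34, adjusted p = 3.45e-05, limma). *h6pd* (ENSDARG00000060153) rose from 88.0 ± 30.5 to 387 ± 143 normalized counts, a difference of 1.72 (SE 0.24, adjusted p = 1.66e-05), and *prps1a* (ENSDARG00000015524) from 554 ± 161 to 1229.9 ± 259, a difference of 1.11 (SE 0.19, adjusted p = 0.000136). The non-oxidative branch gene *tkta* (ENSDARG00000029689) fell from 7353 ± 3026 to 1789 ± 979, a difference of −2.12 (SE 0.33, adjusted p = 6.56e-05). None of these 4 genes had groups that overlapped. *rpe* (ENSDARG00000005251) rose from 543 ± 115 to 1278 ± 669, a difference of 1.07 (SE 0.25, adjusted p = 0.00189), with overlap but with all 7 *chm ru848* retinas above the wt median. *prps1b* (ENSDARG00000037506) rose from 434 ± 136 to 766 ± 348, with 6 of 7 *chm ru848* retinas above the wt median. Its difference of 0.69 (SE 0.27, adjusted p = 0.0491) lay close to the threshold, and passed it in 13 of 27 alternatives (adjusted p from 0.00509 to 0.107). *pgls*, *rpia*, *tktb* and *taldo1*, further genes of the pathway, were not analysed here, since the tables at hand do not pair them with an identifier. The paper states in the legend of Figure 3 that glycolysis is lowered in favour of this pathway in the *chm ru848* retina.

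**Figure D3:**
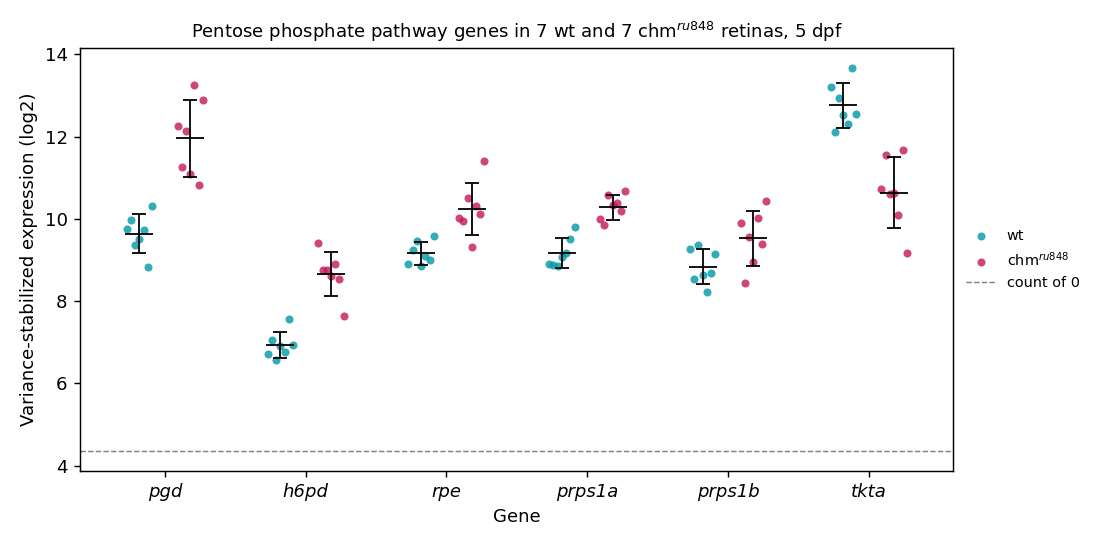
Variance-stabilized expression (log2, vertical axis) of pentose phosphate pathway genes in 7 wt (cyan) and 7 *chm ru848* retinas (magenta). Points are single retinas, black bars the mean ± SD, and the dashed line a count of 0; *pgd*, *h6pd* and *prps1a* are higher and *tkta* is lower in every *chm ru848* retina, while *rpe* and *prps1b* overlap between the groups.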

### 3.2. Human PFKM Overexpression Improves Retinal Phenotype

The retinal phenotype of the *chm^ru848^* zebrafish at 5 dpf showed a loss of lamination, widespread pyknotic nuclei from cell death, RPE hypertrophy and atrophy, and a small cataractous lens (Figure 4a). In order to investigate whether enhancing glucose metabolism improves photoreceptor survival, we delivered human *PFKM*, encoding a key glycolytic pathway enzyme into *chm^ru848^* zebrafish at the 1–2 cell stage. Human *PFKM* expression was seen at 5 dpf in injected zebrafish (Figure 4a). At 5 dpf, injected and uninjected wt controls showed normal retinal lamination and no sign of toxicity or cell death (Figure 4b,c). The phenotype in *PFKM*-treated *chm^ru848^* mutant embryos showed partial rescue at 5 dpf with a largely intact photoreceptor layer and thicker RPE compared to the uninjected mutants. TUNEL assay at 5 dpf in *chm^ru848^* mutant embryos showed high levels of apoptosis in the retina (Figure 4c). *PFKM* injection in *chm^ru848^* mutants did not reduce the number of apoptotic cells. RT-qPCR analysis confirmed the RNAseq results, showing the upregulation of the anti-apoptotic marker *mcl-1a* and the upregulation of the pro-apoptotic marker *ddit3* in *chm^ru848^* zebrafish (Figure 4d,e and Supplementary Table S5). 

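In the RNAseq data, *mcl1a* (ENSDARG00000009779), the gene written *mcl-1a* in the text, had 7538 ± 1699 normalized counts (SD, n = 7) in *chm ru848* retinas and 3178 ± 918 in wt retinas. The difference on the deposited log2 scale was 1.24 (SE 0.20, adjusted p = 8.67e-05, limma), and all 7 *chm ru848* retinas lay above the wt median. The groups overlapped through wt replicate 3, which had 5128 normalized counts, while the other wt retinas had 2386 to 3301. With each of the 14 retinas left out in turn, the difference stayed between 1.18 and 1.36, and that of *ddit3* between 2.44 and 2.72.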

While *cflara* expression remained unchanged after treatment, but pro-apoptotic markers *casp8* and *ddit3* were upregulated with the partial restoration of *mcl-1a* expression.

### 3.3. PFKM Increases Glucose Uptake in chm^ru848^ Zebrafish

Glucose uptake into live cells can be monitored using 2-NBDG (2-(N-(7-Nitrobenz-2-oxa-1,3-diazol-4-yl)Amino)-2-Deoxyglucose), a fluorescent glucose analogue [29]. Uninjected and injected wt zebrafish showed 2-NBDG staining in the photoreceptors (Figure 5). Untreated *chm^ru848^* revealed an impairment of glucose uptake into the photoreceptors compared to wildtype embryos. An injection of *PFKM* mRNA in *chm^ru848^* mutant rescued the glucose uptake in the photoreceptor cells.

### 3.4. PFKM Overexpression Does Not Improve Activity of the Glycolysis Pathway or Oxidative Stress

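In the retina RNAseq data, *gapdh* (ENSDARG00000043457) had 124 ± 70.32 normalized counts (SD, n = 7) in *chm ru848* and 696 ± 276 in wt zebrafish. The difference on the deposited log2 scale was −2.27 (SE 0.31, adjusted p = 1.74e-05, limma), and stayed between −2.39 and −2.07 with each of the 14 retinas left out in turn. Under the same procedure the difference of *hk2* stayed between 1.53 and 1.83. That of *slc2a1b* ranged from 0.71 upwards, and passed the adjusted p threshold in 1 of the 14 fits, the one without *chm ru848* replicate 1. *pfkma* was not analysed here, since the tables at hand do not pair it with an identifier.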

To understand the effect of *PFKM* overexpression on the glycolysis pathway, mRNA expression of glycolysis markers were studied at 5 dpf for significantly dysregulated genes in *chm^ru848^* transcriptomic analysis, including *hk2*, *pfkma*, *gapdh*, *and slc2a1b* (Figure 6a). RT-qPCR analysis confirmed that *hk2* is significantly upregulated and *pfkma* significantly downregulated in uninjected *chm^ru848^* zebrafish compared to wt, with no significant difference in *gapdh and slc2a1b*. *PFKM* overexpression in 1–2 cell stage embryos led to a significant upregulation of *gapdh* in wt at 5 dpf compared to uninjected wt, but no significant change in injected *chm^ru848^* zebrafish compared to uninjected mutants. There was no change in the expression of *hk2*, *pfkma*, and *slc2a1b* after *PFKM* overexpression in *chm^ru848^* zebrafish. Glucose anabolism via the pentose phosphate pathway oxidative branch was studied at 5 dpf: RT-qPCR analysis confirmed that *pgd*, *prps1a*, and *prps1b* are significantly upregulated in uninjected *chm^ru848^* compared to wt (Figure 6b). *PFKM* overexpression in *chm^ru848^* resulted in trends of reduced *prps1a* and *prps1b* and a significant reduction in *pgd* expression at 5 dpf. As chronic activation of the oxidative branch of the pentose phosphate pathway increased oxidative stress [11], three antioxidant enzymes, *cat*, *sod3a*, and *txn* were studied (Figure 6c). 

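*txn* (ENSDARG00000044125), which encodes thioredoxin, had 4129.5 ± 1473 normalized counts (SD, n = 7) in *chm ru848* retinas and 258 ± 137 in wt retinas in the RNAseq data. The difference on the deposited log2 scale was 3.85 (SE 0.28, adjusted p = 1.38e-08, limma), and the lowest *chm ru848* retina, at 2247.5 normalized counts, lay above the highest wt retina, at 527. With each of the 14 retinas left out in turn, the difference of *cat* stayed between −1.35 and −1.14, and that of *sod3a* between −1.63 and −1.43.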

While *cat* and *sod3a* showed a reduced trend, *txn* had an increased trend in *chm^ru848^* zebrafish in RNAseq data (Figure 2a and Figure 6c and Supplementary Table S3). Injected and uninjected *chm^ru848^* have similar expression levels for the three antioxidant enzymes (Figure 6c).

## 4. Discussion

Our study reports the transcriptomic signatures in the *chm^ru848^* zebrafish retina, with a focus on the dysregulation of inflammatory responses, oxidative and ER stress, apoptosis and glucose metabolism. Human *PFKM* overexpression at an early stage of zebrafish eye development improves retinal lamination and restores glucose uptake. However, cell viability, glycolysis, pentose phosphate pathway, and oxidative stress remains unchanged in *chm^ru848^* zebrafish. This study is proof of concept that using human *PFKM* to target glucose metabolism can partially improve the *chm^ru848^* retinal phenotype.

The retina is highly metabolically active and consumes a large quantity of glucose to maintain normal function [3]. Glucose is transported through blood vessels in the choroid to the RPE, which then supplies the photoreceptor cells via GLUT transporters (GLUT1 and GLUT3) [30]. These are class I GLUT transporters, encoded by the *SLC2A* family of genes, which accelerate glucose entry into the cell and subsequent glucose phosphorylation by hexokinase and glucokinase [31,32]. In humans, GLUT1 and GLUT3 are each encoded by a single gene (*SLC2A1* and *SL2CA3*, respectively). However, in zebrafish, GLUT1 and GLUT3 orthologues are encoded, respectively, by *slc2a1a*, *slc2a1b* and *slc2a3a*, *slc2a3b* due to teleost-specific genome duplication [33]. Both *slc2a3a* and *slc2a3b* are expressed in the retina, with a higher expression of *slc2a3a* [34]; but the retinal localisation of each *slc2a1* isoform (*slc2a1a*, *slc2a1b*) remains unknown. Moreover, the function of each *slc2a1* and *slc2a3* isoform are unreported; further experiments are needed to characterise the function of each isoform, if they are similar, redundant, or differ. In the *chm^ru848^* retina, *slc2a1a* and *slc2a3a* are downregulated and *slc2a1b*, *slc2a3b* glucose transporters are upregulated compared to wt controls. These changes can be due to retinal dysfunction and degeneration of photoreceptors and RPE cells. Moreover, *slc2a1* genes and the oxidative branch of the pentose phosphate pathway regulate angiogenesis and vessel maturation [35,36]. We recently reported that choroidal vessel diameter and intussusceptive angiogenesis are significantly reduced in the *chm^ru848^* zebrafish [37], hence it is possible that the upregulation of the oxidative branch of the pentose phosphate pathway leads to increased elastin production by endothelial cells and consequently excessive mural cell recruitment and attachment around blood vessels [36,38], resulting in the choroidal vessel phenotype described.

The *chm^ru848^* retina failed to uptake the fluorescent glucose analogue, 2-NBDG. However, human *PFKM* overexpression showed a partial rescue of the retinal phenotype. Interestingly, D-glucose competitively inhibits 2-NBDG uptake [39,40,41], and this could explain the lack of 2-NBDG fluorescence noted in the *chm^ru848^* model, as it may have accumulated glucose from the persistent maternal yolk sac [13]. During embryogenesis, the larvae utilises the D-Glucose present in the maternal yolk sac, reducing glucose concentration levels by half in 3 days [42]. However, it is more likely that the lack of 2-NBDG fluorescence in the *chm^ru848^* retina reflected a degenerated photoreceptor layer with no capacity to uptake 2-NBDG. The *PFKM* overexpression facilitated glucose uptake in the *chm^ru848^* mutant, but the transport mechanism remains unknown. The *PFKM* overexpression showed a trend towards reducing the expression of pentose phosphate genes (oxidative branch), and it facilitates glycolysis in place of glucose anabolism. A *PFKM* injection was performed at the 1–2 cell stage, facilitating the survival of retinal progenitor cells during the first days of embryogenesis. Through inducing glycolysis, photoreceptors were able to develop and mature, as observed in histology images with better retinal lamination in the *chm^ru848^* injected zebrafish eyes. Moreover, the more preserved retinal lamination in the injected *chm^ru848^* zebrafish suggests that administration of *PFKM* during embryogenesis may support early choroidal development, as *PFK* genes have been previously reported to be involved in angiogenesis [43]. This may, in turn, slow the ensuing retinal degeneration by supporting the RPE and preventing photoreceptor cell death. Choroidal vessels provide oxygen and nutrients to the retina; however, in the *chm^ru848^* zebrafish, choroidal vessels diameters are significantly reduced [37]. This may lead to reduced oxygen availability in RPE, inducing retinal hypoxia and consequently perpetuating ROS production.

REP1 interacts with Rab GTPase proteins and recruits geranylgeranyl transferase type-II (GGTase-II) for their lipid prenylation [12,44], a post-translational modification of the hydrophobic carbon chains, essential for activation and correct intracellular localisation. REP1 targets includes Rab27A, Rab27B, Rab38, and Rab42 in RPE and Rab11b, Rab18, and Rab1B in photoreceptor outer segments [45,46,47]. Prenylation of these Rab proteins has been reported to be important for melanin production in RPE [37,46], phagocytosis, exocytosis, intracellular transport, and the immune response [47,48,49]. Pathogenic variants involving the *CHM* gene result in an accumulation of a subset of REP1-dependent unprenylated Rab proteins, which remain in a non-functional, mis- or unfolded state [50]. These inactive Rab proteins, observed in CHM patients’ fibroblasts and in human RPE models [50,51,52], accumulate in the ER, altering its homeostasis and activating an unfolded protein response (UPR) and the proteasome complex [53], resulting in ER stress and triggering cell death. The protein and organelle (endosome, lysosome, trafficking vesicles) mislocalisation also affects normal cellular function [50,52] and leads to (photo)-oxidative stress [14,37,54], which induces glucose metabolism by reducing glycolysis and enhancing the pentose phosphate pathway [11]. The oxidative phase of the pentose phosphate pathway produces NADPH, which increases oxidative stress via *NOX* genes [11], and ribose-5-phosphate, for nucleotide synthesis, also in response to ER stress. Glucose deprivation affects N-glycosylation [55], a post-translational modification that occurs in ER, leading to more protein misfolding and ER stress. The UPR and proteasome pathway activate the production of cytokines [56,57], and oxidative stress activates the inflammatory response [58]. Inflammation can cause microglia activation and monocyte recruitment in retinal tissue, as previously reported in some patients [59], which may further impact on cell survival [60]. These positive feedback loops from different disease pathways worsen the ability of the cell to resist multiple insults associated with the lack of rep1, and consequently may explain the severe phenotype observed in *chm^ru848^* zebrafish, where there is no compensation from a rep2 isoform. However, it is possible that the systemic degeneration may also cause release of ROS, inflammatory cytokines and immune cells that externally influence the rate of retinal degeneration, hence further studies in different CHM disease models are required to validate the findings of this study.

To advance our understanding of the disease mechanisms associated with CHM, we examined the transcriptomic signatures of the *chm^ru848^* zebrafish retina and revealed the dysregulation of glucose metabolism, oxidative and ER stress, and inflammation response. These pathways have also been implicated in several other IRDs. Glucose metabolism is highly affected in IRDs associated with variants involved in the glycolysis pathway, such as *HK1* [61,62] and *HKDC1* [63] associated with autosomal dominant or recessive RP, respectively; and in two retinal degeneration mouse models, *rd2* and *rd10*, characterised by decreased levels of GLUT1 protein [64]. A previous study in the *rd1* mouse model shows that RdCVF protein, Basigin-1, and GLUT1 mediate glucose uptake into cones, which promotes their survival [65]. Oxidative and ER stress have been reported in several RP models, such as *RDH12* [66], *RHO* [67], and *PDE6B* [68] mice models. The *Rd10* mouse and four RP canine models (rcd1, xlpra2, erd, xlpra1) are also characterised by upregulation of cytokines, including *Il1b* [69,70]. Moreover, pro-inflammatory cytokines like *il34*, upregulated in the *chm^ru848^* retina, activates microglia and induces their migration [71]. Oxidative stress, altered metabolic activity, immune activation, and inflammation are observed in age-related macular degeneration (AMD) [72]. AMD is characterised by RPE and choriocapillaris dysfunction and degeneration, with neovascularization in wet AMD. At a cellular level, oxidative stress in RPE cells cause premature senescence, and senescent cells produce ROS, which exacerbates the phenotype. They release cytokines and pro-inflammatory molecules, such as IL-1β. Moreover, oxidative stress mediates thioredoxin-interacting protein (TXNIP), which promote inflammation via NLRP3 inflammasome activation. In parallel, TXNIP inhibits the senescence activator AKT by direct interaction or by inhibiting glucose uptake. In the *chm^ru848^* retina, oxidative stress, cytokines, and *cdkn1a* (p21 pathway) are upregulated, both associated with premature senescence [73]. AMD and CHM share common features and may share common disease-causing pathways, involving premature senescence associated with a glucose metabolism defect, inflammation, ER, and oxidative stress.

There is currently no approved treatment for CHM, despite multiple late-phase AAV gene therapy clinical trials (NCT02341807, NCT03496012). Several options remain under preclinical development as non-viral gene therapies, which have shown promising results in CHM patients fibroblasts and the *chm^ru848^* zebrafish [74]. Translational readthrough inducing drugs, targeting nonsense variants, have been shown to partially rescue prenylation function in CHM patients fibroblasts and the *chm^ru848^* zebrafish [75]. The crosstalk between oxidative stress, altered metabolic activity, immune activation and inflammation provides more possible targets to treat CHM; for example, targeting neuroinflammation by inhibiting IL-1β or MYD88 pathways has shown some retinal improvement in a *rd10* mouse model [76]. Antioxidants (taurine and N-Acetylcysteine amide [NACA]) and anti-ER stress (tauroursodeoxycholic acid [TUDCA] and taurine) drugs did not show any retinal improvement in CHM patient fibroblasts or *chm^ru848^* zebrafish [14], but they still represent modifiable disease pathways. Interestingly, N-acetylcysteine (NAC) reduced oxidative stress and improve cone survival in *rd1* and *rd10* mouse models [77]. Oral NAC has reached a phase III clinical trial for RP patients (NCT05537220) [78]. *Txnip*, which is an α-arrestin that binds thioredoxin was shown to promote cone survival and visual acuity in the *rd1* mouse. The ability of *Txnip* to rescue cones has been attributed to a switch in fuel choice from glucose to lactate [79]. Insulin treatment in *Pde6b^−/−^* mouse models has been shown to delay cone photoreceptor degeneration [80], via the activation of the mTOR pathway, which regulates glycolysis [81]. In recent years, glucose metabolism has become an attractive target for the treatment of IRDs [82]. A common feature of many IRDs, such as retinitis pigmentosa (RP) and Leber congenital amaurosis (LCA), is photoreceptor cell death. This typically begins with loss of the rod photoreceptors, resulting in night blindness and then the constriction of the visual field, followed by secondary loss of cones, which eventually leads to complete blindness. Cone cell death, despite mutations in rod-specific genes, has been attributed to the loss of rod-derived cone viability factor (RdCVF), a molecule that is secreted by rods and interacts with Basigin-1 and GLUT1 to mediate glucose uptake into cones [65]. An early phase I/II clinical trial (NCT05748873) is underway for a retinal gene therapy using an adeno-associated virus (AAV) vector containing both RdCVF and RdCVF-long form (https://sparingvision.com/spvn06/, accessed on 24 January 2024). AAV-mediated delivery of RdCVF in *rd10* mice was shown to improve cone function, through increased cone density and ERG b-waves [83]. Hence, patients with pathogenic variants in *RHO*, *PDE6A* or *PDE6B* are currently being recruited for a phase I/II clinical trial for AAV-RdCVF-RdCVFL (NCT05748873). Further studies have shown that targeting the oxidative pentose phosphate pathway can be beneficial in cancer by reducing proliferation and antioxidant production [84,85]. Moreover, variants or disruption in pentose phosphate pathway genes (*G6PD*, *TKT*, *TALDO1*) induces oxidative stress and cell apoptosis [86,87,88,89,90]. Our results show that human *PFKM* overexpression causes a partial rescue of the *chm^ru848^* phenotype, hence it needs further validation in other CHM models such as a *Chm* mouse and *CHM* induced pluripotent stem cell (iPSC)-derived RPE/retinal organoids. CHM is a potential candidate for the AAV-RdCVF-RdCVFL as both *nxnl1* and *nxnl2* were significantly downregulated in the *chm^ru848^* retina, as observed in P23H RHO zebrafish model [67]. RdCVF expression might facilitate glucose uptake and glycolysis, reducing the effects of feedback loops due to the dysregulation of glucose metabolism.

## 5. Conclusions

Our study is the first to report the transcriptomic signature in the *chm^ru848^* zebrafish model and provides further insights into the pathophysiology of CHM. As CHM affects different types of cells, including RPE, photoreceptor, and choroidal cells further analysis performing single cell RNA sequencing on CHM models will be informative. This will help elucidate the involvement and degenerative processes at play and allow for new therapeutic targets to be considered in the future.

## Figures and Tables

**Figure 1:**
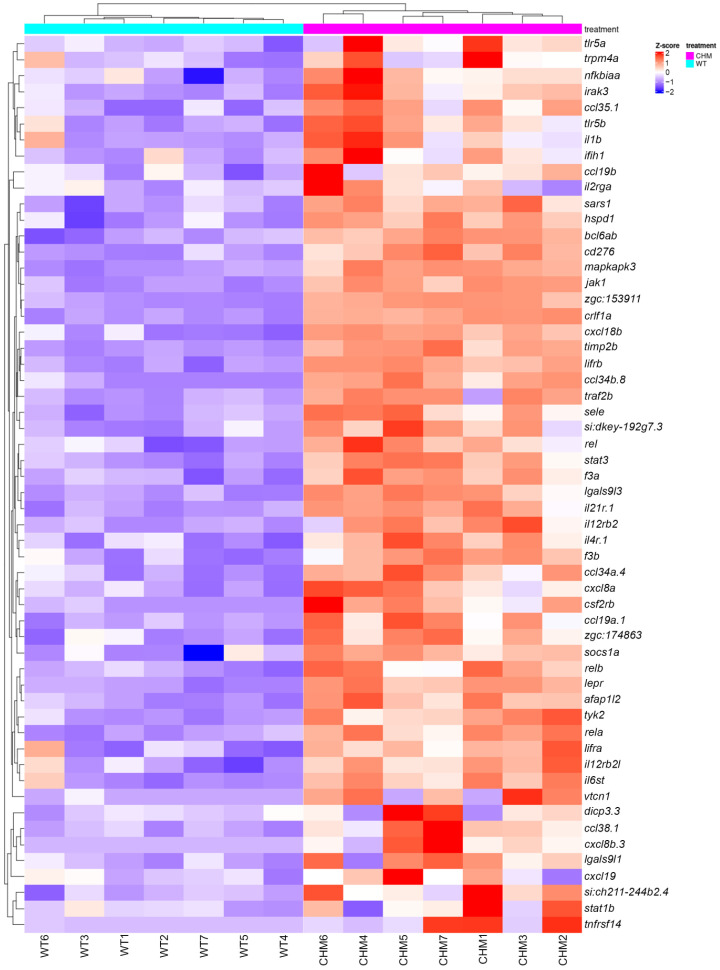
Cytokine pathway is upregulated in *chm^ru848^* zebrafish retina. *chm^ru848^* zebrafish samples are indicated in magenta and wt samples are indicated in cyan.

**Figure 2:**
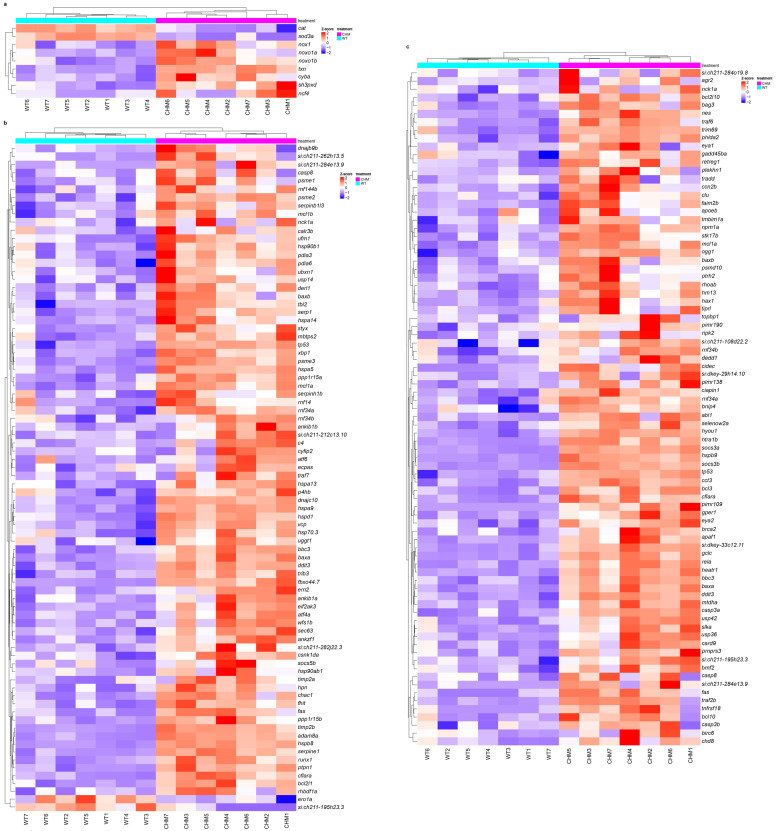
Oxidative (**a**), ER stress (**b**) and apoptosis (**c**) markers are upregulated in the *chm^ru848^* zebrafish retina. *chm^ru848^* zebrafish are indicated in magenta and wt samples are indicated in cyan.

**Figure 3:**
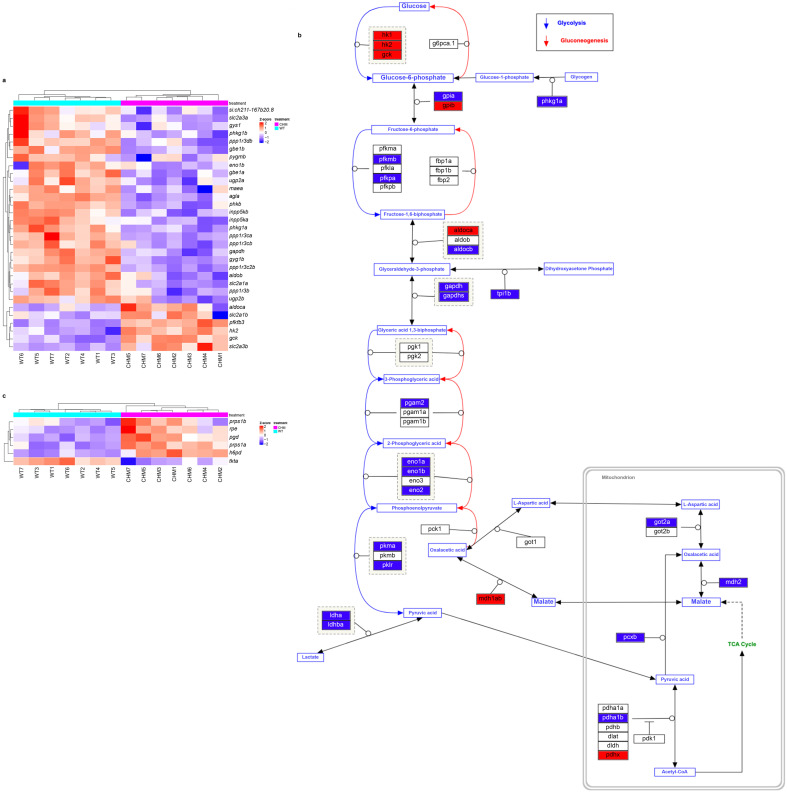
Glycolysis is downregulated in favour of the pentose phosphate pathway in *chm^ru848^* zebrafish retina. (**a**,**b**) Glycolysis pathways are affected in *chm^ru848^* retina. (**a**) *chm^ru848^* zebrafish are indicated in magenta and wt samples are indicated in cyan. (**b**) Scheme adapted from https://www.wikipathways.org/instance/WP1356 (accessed on 18 December 2024) [27,28]. Significantly downregulated genes are indicated in blue, while upregulated genes are in red. (**c**) Pentose phosphate pathway is upregulated in the *chm^ru848^* retina compared to wt.

**Figure 4:**
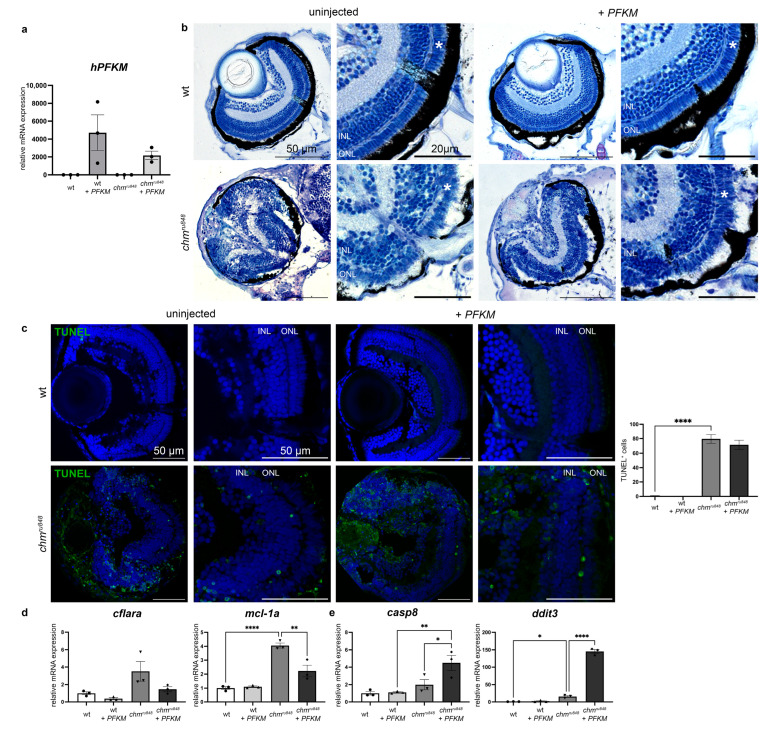
*PFKM* overexpression improves retinal phenotype but not photoreceptor cell death at 5 dpf. (**a**) Human *PFKM* expression was detected 5 days post-injection in *chm^ru848^* and wt zebrafish. (**b**) mRNA-injected *chm^ru848^* showed a more preserved photoreceptor layer (white asterisk) with better retinal lamination and a thicker RPE layer compared to the uninjected mutants (*n* = 9 zebrafish per group). Scale bar: 50 μm; scale bar zoom in: 20 μm. (**c**) Cell viability is unchanged after *PFKM* overexpression in wt and *chm^ru848^* zebrafish (n = 9 zebrafish per group). Scale bar = 50 μm. ONL: outer nuclear layer; INL: inner nuclear layer. (**d**,**e**) Expression of anti-apoptotic (**d**) and pro-apoptotic (**e**) markers were analysed using RT-qPCR at 5 dpf in zebrafish eyes, from uninjected and injected wt and *chm^ru848^*. Data are expressed as mean ± SEM from n = 3 (with 20 eyes per group). Statistical significance was determined by one-way ANOVA. * *p* < 0.05; ** *p* < 0.005; **** *p* < 0.0001. “●”—wt; “▲”—wt + *PFKM*; “▼”—*chm^ru848^*; “◆”—*chm^ru848^* + *PFKM*.

**Figure 5:**
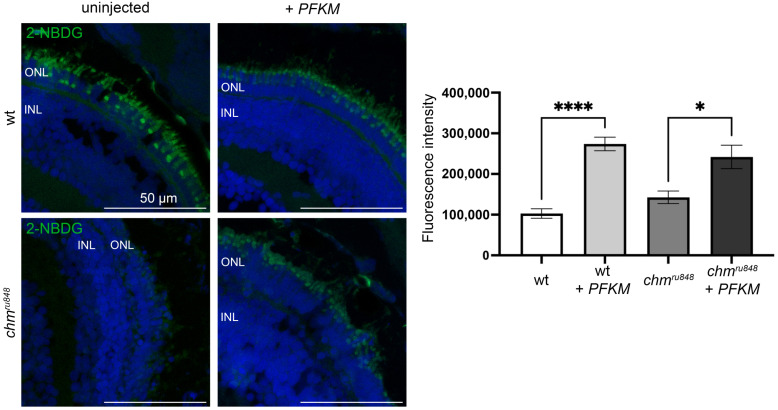
*PFKM* overexpression rescues 2-NBDG uptake in photoreceptors in *chm^ru848^* retina at 5 dpf. Scale bar = 50 μm. 2-NBDG is in green; nucleus stained with DAPI (blue). * *p* < 0.05; **** *p* < 0.0001.

**Figure 6:**
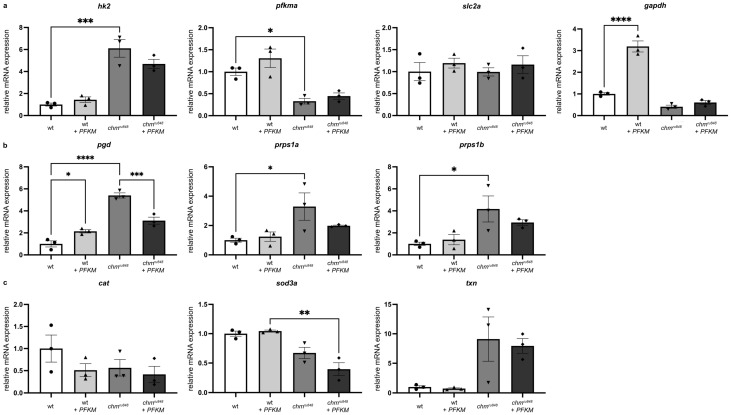
*PFKM* overexpression does not improve activity of the glycolysis pathway or oxidative stress 5 dpf in *chm^ru848^* zebrafish. Expression of genes involved in the glycolysis pathway (**a**), in the pentose phosphate oxidative branch (**b**) and in oxidative stress (**c**) were analysed using RT-qPCR at 5dpf in zebrafish eyes, from uninjected and injected wt and *chm^ru848^*. Data are expressed as mean ± SEM from n = 3 (with 20 eyes per group). Statistical significance was determined by One-way ANOVA. * *p* < 0.05; ** *p* < 0.005; *** *p* < 0.001; **** *p* < 0.0001. “●”—wt; “▲”—wt + *PFKM*; “▼”—*chm^ru848^*; “◆”—*chm^ru848^* + *PFKM*.

**Table 1:** Zebrafish and human primer sequences.

Gene	Forward Primer	Reverse Primer
*hPFKM* NM_000289.6	ATGACCCATGAAGAGCACCA	GCACCGGTGAAGATACCAAC
*cflara* NM_001313772.1	TGAAAGGACATGAGAGAAATGTGC	ATGGAGTGGTTTGTGTTGTGTTG
*mcl-1a* NM_131599.1	GCGATACTCGGCAGCTCTTA	GAAGACGCTGGATCATTCCTTT
*casp8* NM_131510.2	CAGAGACCAGGAACAAGGAGG	TAATTGTGCCAGCCGAAGAGT
*ddit3* NM_001082825.1	CAGCTGAACAATGGTTAACATGA	AATCAAGTTTGAATGTGAGTTGTTG
*hk2* NM_213066.1	AAACCACCCAGAGTTTGCTC	AGACGCAGTGTGTCCAGAAC
*pfkma* NM_001004575.2	AATACCATCACCACGACCTGT	GGTAACCGCAGTATCCTCCC
*slc2a1b* XM_002662528.6	TGATGGAAGGCGGAAAGCAAT	ACAGACAGAGACCACAGGG
*gapdh* NM_001115114.1	CGTCTTGAGAAACCTGCCAAG	AACCTGGTGCTCCGTGTATC
*pgd* NM_213453.2	GAGTTCGGCTGGTCTCTGAA	ATCTCGTGTCTGTACCCGTC
*prps1a* NM_001359894.1	CCGGTGGAGCAAAGAGAGTG	CACTCTGTCCTTCACGTCCC
*prps1b* NM_001076568.2	AGGAGCCAAGAGGGTTACCT	TCTCCAACCAGAACCATGCG
*cat* NM_130912.2	ACGATGACAACGTGACCCAA	CCATCAGGTTTTGCACCATGC
*sod3a* NM_001099236.1	TCAAGTGCGTGCCATCCATA	CCGCCGGATAAGTCCTTGTT
*txnb* NM_001002461.1	GACCATCGGGCCGTACTTTA	CATAAAGCGGCCACATCCTGT
*b-actin* NM_181601.5	CGAGCTGTCTTCCCATCCA	TCACCAACGTAGCTGTCTTTCTG

## Data Availability

The RNA-seq data generated by this study have been deposited in the NCBI Gene Expression Omnibus under the access code GSE254948, including unprocessed FASTQ files and associated gene count matrices.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox13121587/s1, Table S1: Gene-ontology enrichment immune responses, transcription and translation, visual perception, glucose metabolism, oxidative stress, ER stress and apoptosis are highly affected in mutant *chm^ru848^* zebrafish; Table S2: Cytokine pathway is upregulated in mutant *chm^ru848^* zebrafish; Table S3: ER stress is upregulated in mutant *chm^ru848^* zebrafish; Table S4: Oxidative stress is upregulated in mutant *chm^ru848^* zebrafish; Table S5: Apoptosis is upregulated in mutant *chm^ru848^* zebrafish; Table S6: Glycolysis is downregulated in mutant *chm^ru848^* zebrafish; Table S7: Oxidative phase of pentose phosphate is upregulated in mutant *chm^ru848^* zebrafish.

How the deposited data were processed for this re-analysis (not part of the article)

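Gene expression was measured by bulk RNAseq in dissected retinas, RPE included, of 7 *chm ru848* and 7 wt zebrafish at 5 dpf. Each sample was taken as 1 replicate of its genotype, from the sample labels and the paper. The authors made libraries with the SMART-Seq v4 kit, trimmed the reads with trimgalore, aligned them with STAR to GRCz11, counted them per gene with RSEM in the nf-core pipeline, and normalised and tested the counts with DESeq2. The deposited table holds 1 value per gene and retina on a log2 scale, made by the authors with a variance-stabilizing transformation of the normalised counts. It has 19859 genes listed by Ensembl identifier and 14 columns, all of which were used, with values from 4.35 to 23.1. The paper's text does not name the settings of this transformation or the filter on genes. The lowest mean normalized count of any gene in the table is 5.001.

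Because these values are not counts, no count test was used. The test was limma's moderated test on the deposited values with a mean-variance trend, two-sided, with Benjamini-Hochberg adjustment over the 19751 genes above the lowest value in at least 7 of 14 retinas. The 108 other genes were left out. A difference is the mean of the *chm ru848* retinas minus the mean of the wt retinas on the deposited scale, and its SE comes from the same fit. Differences of low genes are compressed on this scale. The transformation was undone with the lowest value of the table as its only parameter, and the result was checked against the base means that the Supplementary Tables list for 250 genes. Over 249 tested genes of these tables, the log2 ratio of mean normalized counts had a correlation of 0.996 with the paper's listed log2 fold changes, and the difference on the deposited scale a correlation of 0.847 with a slope of 0.55, across genes, which are not independent replicates. The log2 ratio uses the same normalized counts as the paper's fold changes, so its correlation with them is no independent check. All 249 had the paper's direction, which follows from their being the paper's own calls on these data.

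Depth was not given and was estimated from the step between low normalized counts, which was taken as 1 read. Estimated reads on genes were 14.2 to 29.3 M reads per *chm ru848* retina and 18.1 to 26.5 M reads per wt retina. Since RSEM divides reads that align to several genes, many values lie between whole multiples of the step, and no count test was run on reads recovered in this way. A gene was taken as seen from 3 estimated reads, a floor that covers counting error only.

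Gene names were taken from the 251 pairs of identifier and symbol in Supplementary Tables S2 to S7. A table of RefSeq genes of the assembly GRCz12tu held the Entrez identifiers of 250 of these genes, 246 of them under the same symbol, but no Ensembl identifiers. The genes named are those that the text names for its RNAseq results or its RT-qPCR, *chm*, some further pentose phosphate genes, and the 5 largest rises and 5 largest falls among genes with groups that do not overlap. Of the 60 genes named by symbol under this rule, 45 had an identifier and 15 were not analysed here, among them *chm*, *il34*, *il11a*, *il12a*, *il11b*, *hk1*, *pfkma*, *cdkn1a*, *nxnl1*, *nxnl2*, *pgls*, *rpia*, *tktb* and *taldo1*. As the mutated gene is one of these, the genotype labels could not be checked against its expression. *aldoca*, *eno1b* and *pfkfb3* were added after their values were seen. Some of the genes are not reported here. Of the 45 genes, 42 passed an adjusted p threshold of 0.05 over all genes and 44 with adjustment over the list alone. Of the 249 tested genes in the Supplementary Tables, 230 passed over all genes and 241 over the list alone. The lists are the paper's own calls on the same data, so the second number shows no stability.

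Single genes were also compared with an exact two-sided permutation test of the difference in means over all 3432 arrangements of the 14 retinas. The set tests of the glycolytic enzymes and of cell marker and Rab genes were not run, because 14.8% of the enzymes and 0% of the others had an identifier, less than the 80% set as a minimum. Core genes of GO terms were described without a test.

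Alternatives changed 1 choice at a time: the filter on genes, the variance trend, robust moderation, sample weights, median centring, quantile normalization, a block for the replicate number, each retina left out in turn, an exact rank-sum test, and the log2 ratio of mean normalized counts with 0.5 added to both means. The replicate numbers come from the sample labels, which number each group from 1 to 7 and name no pairing between zebrafish of the 2 groups. Added after seeing the data were limma on log2 normalized counts, scaling to equal totals with and without the 10 most abundant genes, and the number of genes at the lowest value as a covariate. The scripts were tested on simulated data, in which limma called 141 of 200 shifted genes (70.5%) and 6 unshifted genes among 19751. The simulated noise was independent between genes and had the same SD in both groups, and few genes were shifted. The real data differ in the spread of the groups and in the share of genes called, so these rates do not carry over to them. The rank-sum test called 0 of the 200 shifted genes and 0 unshifted genes after adjustment, while 185 shifted and 707 unshifted genes had an unadjusted p under 0.05. With so few shifted genes its smallest p can hardly pass the adjustment, so this part of the simulation says nothing about its calls in the real data. No sequencing batches are named in the labels or the paper, and gene length and GC content were not used here. The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.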

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

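The tests of admixture and of depth for wt replicate 6, the model with the number of genes at the lowest value as a covariate, and the comparison of the 2 fits scaled to totals, were chosen only after the result was seen.

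In 8 of 118 combinations of a named gene and a group of 7 retinas, 1 retina lay apart from the rest: its gap to the nearest other retina, divided by the group's range, was above Dixon's critical value for 7 samples. By chance about 1 in 20 combinations does so, which gives 5.9 here with an upper limit of 10, so the number itself is within what chance gives. Of the 8, however, 6 came from wt replicate 6. On the log2 scale *il1b* was 8.51 in this retina and 5.13 to 5.73 in the other wt retinas, *tyk2* 7.67 against 6.08 to 6.64, and *atf6* 10.63 against 8.99 to 9.43. Lower values than in the other wt retinas were found for *eno1b* (9.73 against 12.02 to 13.46), ENSDARG00000056938, the fall next in size to the largest on the deposited scale (8.71 against 11.98 to 13.17), and the third-largest fall on that scale (9.24 against 11.37 to 12.54). The other two were *slc2a3a* in *chm ru848* replicate 6 (10.45 against 9.39 to 9.84) and *mcl1a* in wt replicate 3 (12.34 against 11.25 to 11.71). Leaving out the outlying retina changed the direction or the side of the threshold for 0 of these 8 genes, and in each the difference between groups moved away from 0. In all 8 the outlying retina lay toward the other group, so leaving it out was bound to widen the difference. The count of 0 therefore says nothing about whether the calls are stable, although the test was meant to show that. For *il1b* it went from 2.34 to 2.79 and for *eno1b* from −1.24 to −1.70. The genes are not independent of one another, so 6 values from 1 retina are fewer than 6 separate observations.

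These 6 values all lie on the side of the *chm ru848* group. Over all tested genes, wt replicate 6 lay 22.0% of the way from the wt mean to the *chm ru848* mean on the log2 scale, with the means taken without it, wt replicate 7 lay at 19.4%, and the other wt retinas between −5.78% and 1.66%. The *chm ru848* retinas lay between 84.6% and 107%. An admixture of *chm ru848* RNA would move genes that are higher in *chm ru848* and genes that are lower by the same share on the scale of normalized counts. Over the 200 genes with the largest rise, however, the median shift of wt replicate 6 was 1.99%, and over the 200 with the largest fall it was 56.5%. In wt replicate 7 these were −0.06% and 28.8%, and in the other wt retinas the second ranged from −13.5% to 15.1%. A sample mixed with *chm ru848* RNA is therefore unlikely to account for the position of wt replicate 6. Its estimated depth, 19.4 M reads, was not the lowest of the wt group, which was 18.1 M in wt replicate 4. Differences in dissection or in cell composition were not tested, and the pattern cannot be told apart from these. The design gives no condition that separates wt replicate 6 from the other wt retinas, so no biological explanation was tested.

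Outside the genes of Supplementary Tables S2 to S7, which the paper discusses, 8397 genes passed the adjusted p threshold, 3740 higher and 4657 lower in *chm ru848* retinas. Of these, 2956 had groups that did not overlap, 1393 higher and 1563 lower, where chance gives 0.058% of genes, or 11.5 over all genes tested. In 19 of them the difference was larger than 5 log2 units. To see whether other groupings of the retinas give as many genes, the model was fitted to the 64 splits that part all 7 same-numbered pairs. For the genes higher in *chm ru848* retinas, 1 of the 64 splits, the real one, gave as many on 1 side, and for the genes lower 1 of the 64 did. The largest number on 1 side in another split was 2066, in a split that differed from the real one by 1 swapped pair. Removing the 10 most abundant genes from the totals used for scaling, an alternative chosen after seeing the data, was run to test whether a few abundant genes set the balance of higher and lower genes, and the share of higher genes among all calls then differed by 3.24 percentage points from the fit as reported. That fit is not scaled to totals, however, so this comparison changes the scaling as well. Between the 2 fits scaled to totals, compared only afterwards, the share moved by 3.42 points, from 45.5% to 48.9%. Neither number tells whether abundant genes affect the share of higher genes as reported, and that share cannot be told apart from such an effect. The calls themselves do not rest on it: without the 10 genes in the totals, 93.7% of the genes called as reported were called. With the number of genes at the lowest value as a covariate, the count of lower genes became 0.832 of its size and that of higher genes changed less, while 74.3% of the genes called without the covariate were called with it. Part of the single calls may therefore depend on what sets that number apart between retinas. As the number is itself higher in *chm ru848* retinas, the covariate also takes up part of the difference between genotypes. The paper reports lost lamination and widespread cell death in *chm ru848* retinas at 5 dpf, so the mix of cells probably differed between the groups. How far the calls follow from cell composition, from neighbouring tissue taken along at dissection, or from bias by GC content or gene length was not tested. The pattern cannot be told apart from these and is not called biological here.

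A single gene, ENSDARG00000080337, singled out after its values were seen, took between 5.16% and 36.6% of all normalized counts in *chm ru848* retinas (median 17.3%) and between 3.34% and 13.7% in wt retinas (median 8.70%). The highest share was in *chm ru848* replicate 6, and 5 of 7 *chm ru848* retinas lay above the wt median. The exact two-sided permutation test of the shares gave p = 0.0495, not adjusted for the choice of this gene, while limma over all genes gave a difference of 0.96 (SE 0.64, adjusted p = 0.238), which did not pass. The files do not pair the identifier with a name. Why its share varies was not tested.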

How the results depend on the processing

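The model with the number of genes at the lowest value as a covariate, limma on log2 normalized counts and the 2 fits scaled to equal totals were chosen only after the result was seen, while the design, the rule for naming genes and the other alternatives were set before the data were examined.

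With 3940 genes higher and 4687 lower in *chm ru848* retinas in the fit as reported, both counts stayed within 1.5 times under every alternative run. The 9 alternatives other than leaving out a retina ranged from 3132 higher and 3371 lower genes with the filter on the mean to 4521 and 5401 with sample weights. Across the 14 fits that each left out 1 retina, from 3526 to 3970 genes were higher and from 4241 to 4791 lower. The 4 alternatives chosen after seeing the data gave 3562 to 4073 higher and 3900 to 4573 lower genes. Higher genes made up 45.7% of all calls as reported, 50.6% with median centring and 49.9% with quantile normalization. Counts do not say which genes: of the genes called as reported, the filter on the mean called 74.1%, the covariate 74.3%, and the rank test 86.5%. The median difference of all genes was −0.06 on the deposited scale and −0.12 on log2 normalized counts scaled to equal totals. The scale changes along with the scaling here, so the move cannot be put down to the totals alone. A gene's change in the scaled fit is read relative to the median of that fit. With the replicate number as a block, 4036 genes were higher and 4791 lower. The numbers do not appear to pair the zebrafish: deviations from the group means had a mean correlation of 0.0261 between retinas of the same number and −0.0053 between others.

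Of 59 genes followed, 51 kept their direction and their side of the threshold in each of the 27 alternatives with a test that covered them, and 0 changed direction. Changes in the other 8 came to 45 losses of the threshold and 12 gains. *casp3b*, *prps1b* and *eno1b* lost it under many of the fits that left out a retina, *aldoca* under the rank test, log2 normalized counts and both total scalings, and *atf6* with the covariate only. *casp8*, *slc2a1b* and *ncf4*, not past the threshold as reported, passed it under some. The cause was not tested. The log2 ratio of mean normalized counts moved the value of 26 genes by more than the spread between retinas, since the deposited scale compresses low values. Among the medians of GO core genes, that of the chemokine-mediated signaling pathway moved from 1.41 to 3.63 with the filter on the mean, which left 2 of its 8 genes. The core genes and most named genes are the paper's own calls on these retinas, so their keeping a direction is no independent check.

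The set tests of glycolytic enzymes and of cell marker and Rab genes were not run under any alternative, since too few members had an identifier. Depth limits genes with a few reads: *ncf4*, below 3 estimated reads in every wt retina, has only a lower bound of 4.09-fold on the ratio of its group means. That bound leaves out the spread between retinas.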

Differences from the paper's values

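No test here was chosen only after the result was seen, except the covariate for genes at the lowest value and the scaling without the 10 most abundant genes where these are named.

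The paper states log2 fold changes, while the differences here are on the deposited scale, which compresses low values. Of 45 genes compared, 0 had the opposite direction, and 17 differed by more than the spread between retinas. For all 17, 1 alternative set before the data were examined came within that spread, the log2 ratio of mean normalized counts. This ratio is computed from the same normalized counts as the paper's fold changes, so its closeness to them is no independent check. For the genes that differed, it is given in parentheses after the difference and the paper's value. Among the values in the paper's text these were *irak3* 2.23 against the paper's 4.055 (4.02), *cxcl8a* 3.11 against the paper's 4.867 (4.83), *slc2a1a* −2.32 against the paper's −3.873 (−3.85) and *slc2a3b* 1.32 against the paper's 2.900 (2.80). The apoptosis genes were *casp8* 0.54 against the paper's 1.077 (1.05), *bcl10* 0.82 against the paper's 1.620 (1.60), *casp3b* 0.74 against the paper's 1.701 (1.67) and *baxb* 1.13 against the paper's 1.806 (1.79). Among the values in the paper's Supplementary Tables these were *sod3a* −1.48 against the paper's −3.626 (−3.54), *noxo1b* 1.12 against the paper's 1.916 (1.91), *noxo1a* 2.11 against the paper's 4.264 (4.21) and *dnajc10* 1.37 against the paper's 1.639 (1.64). The others were *psme1* 1.38 against the paper's 2.621 (2.58), *hk2* 1.70 against the paper's 2.536 (2.50), *gck* 1.88 against the paper's 3.81 (3.76) and *cflara* 1.83 against the paper's 2.651 (2.63). For *ncf4* the difference was 0.59 against the paper's 3.451. As its wt retinas are all below 3 estimated reads, the alternative gives only a lower bound on the ratio of group means. The bound, 4.09-fold, covers counting error alone and is not above the paper's value.

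For 3 genes other alternatives set before the data were examined also came within the spread. For *casp8* these were quantile normalization and the fit without *chm ru848* replicate 1. For *baxb* they were sample weights, median centring, quantile normalization, and the fits without *chm ru848* replicate 1, 2, 4 or 6 or without wt replicate 1, 2, 3 or 7. For *dnajc10* they were sample weights, median centring, quantile normalization, the rank test, and the fits without *chm ru848* replicate 2, 5 or 6 or without wt replicate 6 or 7. None of the remaining alternatives set before the data were examined did so for these, and none of them but the log2 ratio for the other genes. The alternatives chosen after seeing the data were not compared with the paper's values in this way.

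The paper calls every gene of Supplementary Tables S2 to S7. Of the 249 tested here, 19 did not pass the adjusted p threshold over all genes, and 11 of these passed with adjustment over the list alone. The text names *casp8* (adjusted p = 0.0791), *slc2a1b* (0.134) and *ncf4* (0.0804) among them. *casp8* passed with sample weights, median centring, quantile normalization and without *chm ru848* replicate 1, and with the covariate for genes at the lowest value, chosen after seeing the values. *slc2a1b* passed with sample weights, without *chm ru848* replicate 1, and with the same covariate chosen after seeing the values. *ncf4* passed with sample weights, quantile normalization, and without *chm ru848* replicate 2 or 4.

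The other 16 were *trpm4a*, *il2rga*, *stat1b*, *dicp3.3*, *cxcl19*, *cyfip2*, *nck1a*, *eya1*, *tradd*, *apoeb*, *si:ch211-284o19.8*, *topbp1*, *agr2*, *birc6*, *pimr190* and *ripk2*. Sample weights called *trpm4a*, *eya1*, *topbp1*, *birc6* and *ripk2*. Median centring called *trpm4a*, *eya1*, *agr2*, *pimr190* and *ripk2*. Quantile normalization called these and *stat1b*, *dicp3.3*, *apoeb* and *si:ch211-284o19.8*. The filter on the mean, no trend and robust moderation called *eya1*, and the rank test *pimr190*. The block for the replicate number called *cyfip2*, *eya1* and *agr2*. Without *chm ru848* replicate 1, *dicp3.3*, *eya1*, *agr2* and *ripk2* passed. Without *chm ru848* replicate 2, *il2rga*, *cxcl19*, *tradd* and *si:ch211-284o19.8* did, without *chm ru848* replicate 3 *agr2*, and without *chm ru848* replicate 4 *stat1b*, *dicp3.3* and *nck1a*. Without *chm ru848* replicate 5, *trpm4a*, *cyfip2*, *topbp1* and *birc6* passed, without *chm ru848* replicate 6 *eya1* and *ripk2*, and without *chm ru848* replicate 7 *trpm4a*, *cyfip2*, *birc6* and *ripk2*. Without wt replicate 2, 3 or 6, *eya1*, *apoeb* and *trpm4a* passed, respectively. The covariate called *dicp3.3*, *nck1a*, *tradd*, *apoeb* and *agr2*, and scaling without the 10 most abundant genes called *eya1*, both chosen after seeing the values. *vtcn1* and *cxcl8b.3* did not enter the test and passed when every gene was tested.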

Other observations

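The tests of depth for the genes at the lowest value, of the spread among highly expressed genes and of the distances of retinas from their group mean, the correlations of gene copies within single groups, and the comparison of gene pairs named a and b, were chosen only after the result was seen.

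Between 369 and 1983 genes were at the lowest value, a count of 0, in *chm ru848* retinas (median 760.0) and between 317 and 628 in wt retinas (median 450.0). The exact two-sided permutation test gave p = 0.0385. The highest numbers were 1983, 1475 and 1469 in *chm ru848* replicates 1, 2 and 4. Lower depth would raise this number, but against the number that Poisson sampling at each retina's estimated depth gives, these retinas had ratios of 10.3, 6.43 and 5.89, and the other retinas at most 4.18. Estimated depth alone is therefore unlikely to account for the excess in these 3 retinas. A lower number of different molecules in the library, or RNA lost before amplification, would have the same appearance and was not tested. All 3 retinas are *chm ru848*. Replicate 3 of *chm ru848* shows a smaller excess, with 760 genes and a ratio of 4.18, both above every wt retina, while the other three *chm ru848* retinas do not show it, and the pattern cannot be told apart from library quality.

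The *chm ru848* retinas also differed more from one another than the wt retinas did. The median SD over genes was 0.507 on the log2 scale in *chm ru848* and 0.344 in wt retinas, a ratio of 1.47, and it was larger in *chm ru848* retinas for 76.1% of genes. If this came from genes near the lowest value, it should vanish among highly expressed genes, but among the 4938 genes with the highest means the ratio was 1.49. It did not come from a single retina either, since the lowest ratio with 1 *chm ru848* retina left out was 1.41. The mean distance of a retina from its group mean was 0.549 ± 0.081 in *chm ru848* and 0.437 ± 0.11 in wt retinas (SD, n = 7; exact two-sided permutation test, p = 0.0478). A more variable course of degeneration between *chm ru848* zebrafish may contribute, as a hypothesis. It cannot be told apart from differences in library quality, dissection or cell composition, which were not tested.

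The genes *slc2a1a* and *slc2a1b*, and likewise *slc2a3a* and *slc2a3b*, changed in opposite directions, though the rise of *slc2a1b* did not pass the threshold with all retinas. If reads were divided differently between copies from retina to retina, a gain of one copy would be a loss of the other, and their deviations from the group means should be negatively correlated. Over the 14 retinas, Pearson's r was 0.137 for the *slc2a1* pair (permutation p = 0.616, adjusted over the 2 relations 0.616; Spearman's rho 0.0748, permutation p = 0.804), and 0.215 without the 2 retinas farthest from the median. For the *slc2a3* pair r was 0.255 (permutation p = 0.271, adjusted 0.542; rho 0.385, permutation p = 0.156), and 0.0808 without the 2 farthest. Within single groups of 7 retinas, looked at only afterwards, the 4 relations were mixed. For the *slc2a1* pair r was 0.343 in *chm ru848* (exact permutation p = 0.412, adjusted over the 4 relations 0.607; rho 0.0721, p = 0.887; −0.677 without the 2 farthest) and −0.275 in wt retinas (exact permutation p = 0.559, adjusted 0.607; rho 0.0357, p = 0.963; 0.48 without the 2 farthest). For the *slc2a3* pair r was 0.381 in *chm ru848* (exact permutation p = 0.403, adjusted 0.607; rho 0.571, p = 0.2; 0.366 without the 2 farthest) and 0.278 in wt retinas (exact permutation p = 0.607, adjusted 0.607; rho 0.0714, p = 0.906; 0.125 without the 2 farthest). The test has little power at these numbers and the sign for the *slc2a1* pair depends on single retinas, so for that pair a trade between copies is not ruled out. For the *slc2a3* pair no correlation was negative. As *slc2a3a* was far more abundant than *slc2a3b* in both groups, a trade would hardly move *slc2a3a*, so these correlations cannot decide. *slc2a3a* fell from 2240 to 827 mean normalized counts while *slc2a3b* rose from 9.46 to 69.0, so a trade cannot account for the fall of *slc2a3a*. Whether reads of *slc2a3a* add to the rise of *slc2a3b* is not ruled out. A constant misassignment of reads was not tested.

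Supplementary Tables S2 to S7 hold 21 pairs of genes whose symbols differ only in a final a and b. In 19 of them both members changed in the same direction, and the 2 with opposite directions were the *slc2a1* and *slc2a3* pairs. Among the tested genes, Tables S2 and S5 hold only higher ones, and each of the other tables holds mostly genes of 1 direction. The share of pairs with the same direction is therefore partly given by the choice of genes, and no test was made.

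The symbol *si:ch211-195h23.3* stands for 2 different identifiers in the Supplementary Tables, 1 in Table S5 and 1 in Table S3. The first was higher in *chm ru848* retinas, with a difference of 1.26 (SE 0.27, adjusted p = 0.00114, limma), and the second lower, with a difference of −1.06 (SE 0.26, adjusted p = 0.00288, limma). The symbol alone therefore does not identify the gene.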
